A study of Mus musculus with 6 samples.

How the data were processed

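Small RNA was sequenced from fetal liver of C57BL/6J mouse embryos, 3 wild-type (WT) libraries and 3 libraries from embryos with a homozygous deletion of the miR-144/451 locus (KO). Fetal liver is a site of red cell formation and holds mainly erythroid precursors, with hepatoblasts, macrophages, megakaryocytes and endothelial cells. The labels do not give the embryonic day. Per the labels, total RNA came from 5000000 fetal liver cells per library, extracted with a Qiagen miRNeasy Mini kit, and libraries were made with the NEXTflex Small RNA kit and sequenced on an Illumina HiSeq2000. The labels do not say whether the replicates came from separate embryos or litters, so p-values measure the spread between these libraries, which may be partly technical. The series' design text names HITS-CLIP, while the sample labels describe miRNA sequencing of total RNA; the values were treated as miRNA sequencing.

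The deposited table held raw read counts per mature mouse miRNA for each of the 6 libraries. It also held a percent column per library, which the authors derived from the counts: each deposited percent equalled the count divided by the library's total count over all listed miRNAs, times 100, to within 5.0e-09. The submitters' processing notes name cutadapt, an adapter trimmer. The aligner, the miRNA annotation release and the genome build were not given in the sources used here. The table listed 1626 miRNAs, of which 61 had 0 counts in all 6 libraries, and had no repeated names and no line that named no miRNA. How reads matching several miRNAs were counted was not given; 52 pairs of miRNAs with a mean of at least 100 counts had counts within 5% of each other in every library and shared at least 16 nucleotides of hairpin sequence, so members of such pairs cannot be read as separate signals.

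Total counts per library were 20741632, 27089133 and 22852655 in WT and 16243894, 16493062 and 24039486 in KO. A count of 0 allows a level of up to 0.111 to 0.185 counts per 1000000 counts of the library, depending on the library, taking 3 counts as the upper limit of a count of 0. Intervals and limits of this kind cover counting error only, since reads without molecular identifiers are not independent molecules. No pair of libraries of a group matched within sampling noise: the chi-square statistic per degree of freedom lay between 174 and 2712 for the 6 within-group pairs. Library correlations of log2 abundance were 0.97 to 0.984 within WT, 0.986 to 0.99 within KO and 0.972 to 0.989 between the genotypes.

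Counts were analysed in R 4.3.3 with edgeR 4.0.16, using the quasi-likelihood F-test (glmQLFit and glmQLFTest) after TMM scaling and the filterByExpr filter. The filter kept 876 miRNAs and left out 750. P-values were adjusted by the Benjamini-Hochberg method, and an adjusted p under 0.05 was called. Folds are KO over WT on the log2 scale, abundances are TMM-scaled counts per 1000000 (CPM), and standard errors (SE) are the absolute log2 fold divided by the square root of the F statistic, an approximation. DESeq2 1.42.0 and limma-voom (limma 3.58.1) were run as alternatives; DESeq2 gave an adjusted p for 1558 miRNAs and none for 7. The share of each library taken by the locus was compared with an exact two-sided permutation test over the 20 assignments of 6 libraries, whose smallest possible p is 0.1. Wilson 95% intervals were computed for the share in each library.

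The composition shift was measured as the median log2 fold of the tested miRNAs outside the locus in counts scaled to the whole library total, without TMM scaling. The ratio of 5p to 3p arm was tested with limma's trend method on log2((5p + 1)/(3p + 1)) for hairpins with a mean of at least 10 counts for each arm. Lists of miRNAs were tested with camera at a preset correlation of 0.01, with the locus left out, for lists with at least 3 tested members, adjusted over the lists. Camera with an estimated correlation, with no scaling factor, with the locus removed before scaling and with each library left out, and fry's test of a change in one direction, were alternatives. Of 15 lists fixed before the data were examined, the locus itself was handled separately and 14 were tested. They were miR-101 (both arms, listed for the seed of miR-144-3p), erythroid, haematopoietic progenitor, megakaryocyte, myeloid, lymphoid, hepatocyte, and endothelial and mesenchymal miRNAs. The others were the miR-17-92 family, the let-7 family, the imprinted Dlk1-Dio3 cluster, the Sfmbt2 intronic cluster, stress-induced miRNAs and miRNAs recalled to lie on chromosome 11. Lists overlap: 21 of the 30 progenitor miRNAs, 11 of the 18 myeloid, 9 of the 13 megakaryocyte, 9 of the 19 lymphoid, 12 of the 15 stress-induced and 12 of the 24 chromosome 11 miRNAs also stood in another list.

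The miRNAs named were set by a rule fixed before the data were examined: the products of the locus; up to 10 rising and 10 falling called miRNAs whose 3 KO values did not overlap the 3 WT values; the 5 most abundant others; and in each list the 3 most abundant members plus called members up to 4. The rule gave 42 miRNAs. Any miRNA named outside it is marked as chosen after its values were seen. Positions of hairpins and their host genes came from the GENCODE M21 and RefSeq annotations of GRCm38; 1597 of the listed miRNAs were matched to a hairpin by name. These annotations were used for position, intron and hairpin sequence, not for counting. Figures were drawn with matplotlib 3.10.9.

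The edgeR procedure was tested on simulated counts with known miRNAs changed in either direction. Of 843 simulated miRNAs tested, it recovered 93.2% of those changed 4-fold, 29.7% of those changed 2-fold and 6.2% of those changed 1.5-fold, and 4.88% of its calls were of unchanged miRNAs. With no change outside the locus, 10 simulations gave at most 1 call each. The arm ratio test recovered 86.7% of hairpins whose 5p arm was changed 4-fold, among 258 tested.

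Alternatives fixed before the data were examined were RLE, upper-quartile and no scaling factors; removal of the locus before scaling; DESeq2; limma-voom; no filter on low counts; a filter at a mean of 10 CPM; arm pseudocounts of 0.5 and 5 and an arm minimum of 50 counts; other denominators for the locus share; and leaving out each library in turn. Alternatives chosen after seeing the data were miR-122-5p as a covariate, leaving out both libraries with the highest miR-122-5p of their genotype (WT 3 and KO 6), keeping 1 miRNA of each near-identical group (37 removed), thinning all libraries to the smallest total, camera with an estimated correlation with each library left out in turn, with no scaling factor and with the covariate, and fry's test of a change in either direction, with all libraries and with each left out.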

Results

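Mature miRNAs were counted in 6 small RNA libraries of mouse fetal liver, 3 from wild-type (WT) embryos, numbered 1 to 3, and 3 from embryos lacking the miR-144/451 locus (KO), numbered 4 to 6. Each library held 16243894 to 27089133 miRNA counts, and between 1258 and 1345 miRNAs had at least 1 count per library. The series title frames the work around the part this locus plays in erythroid development. The comparisons were KO against WT for the locus, for all other miRNAs, for miRNA groups of the liver's cell types, and for the use of the hairpin arms.

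The miR-144/451 locus was the largest source of miRNA counts in WT fetal liver and was nearly absent from KO fetal liver. Its products took 20.6% ± 3.29 of miRNA counts in WT (SD, n = 3) and 0.0226% ± 0.000985 in KO (SD, n = 3), a 913-fold difference. miR-451a, which is processed by Ago2 without Dicer and promotes erythroid maturation, was the most abundant miRNA in WT at 17.0% ± 3.43 of counts and stood at 0.0187% ± 0.00113 in KO (SD, n = 3 each). miR-144-3p went from 1.85% ± 0.187 to 0.00213% ± 0.000145 and miR-144-5p from 1.72% ± 0.312 to 0.00172% ± 0.000121. The 3 WT libraries held 24.09%, 17.57% and 20.16% (Wilson 95% intervals 24.076 to 24.113, 17.556 to 17.585 and 20.143 to 20.176) and the KO libraries 0.0231%, 0.0214% and 0.0232% (0.0224 to 0.0239, 0.0207 to 0.0222 and 0.0225 to 0.0238). The genotype labels of all 6 libraries therefore matched the level of the deleted locus.

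The hairpins lie close together on the plus strand of chromosome 11 in GRCm38 (GENCODE M21), Mir144 at 78073005 to 78073070 and Mir451a at 78073170 to 78073241, with Mir451b annotated on the opposite strand of the Mir451a interval. On the log2 scale miR-451a fell by 10.19 (SE 0.23), miR-144-3p by 10.12 (SE 0.19) and miR-144-5p by 10.32 (SE 0.25), with edgeR quasi-likelihood Benjamini-Hochberg adjusted p of 4.81e-07, 2.675e-07 and 4.81e-07. The exact two-sided permutation p of the locus share was 0.1, the smallest that 3 against 3 libraries can give. The KO libraries still held 3759, 3536 and 5565 counts of the locus, between 0.0926% and 0.123% of the WT mean level for each of the 3 products in each library.

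**Figure D1:**
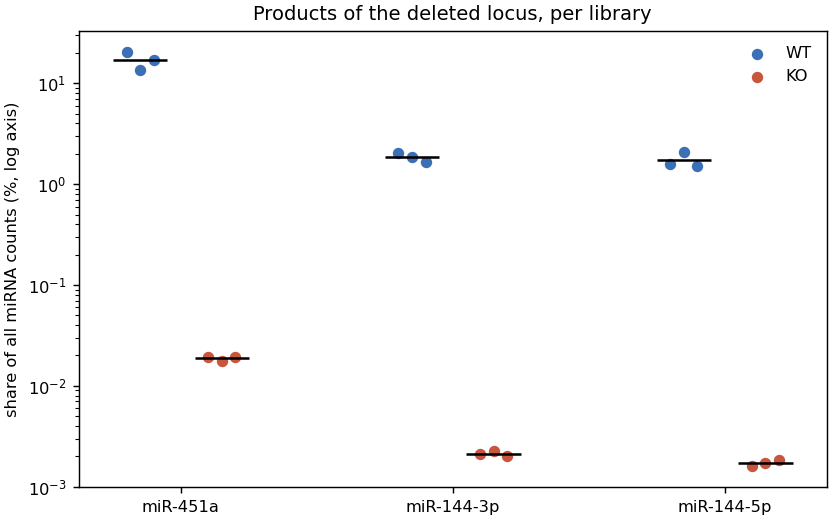
Share of all miRNA counts (percent, log axis) taken by miR-451a, miR-144-3p and miR-144-5p in each of the 3 WT and 3 KO libraries; points are libraries and black lines group means. miR-451a averaged 17.0% in WT and 0.0187% in KO.

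With the locus gone, the other miRNAs made up a larger part of the library. The median log2 fold of the 873 tested miRNAs outside the locus was 0.34 in counts scaled to the whole library total, where the loss of the locus share alone gives 0.33. Library medians relative to the WT mean were 0.35, 0.27 and 0.40 in KO and -0.02, 0.02 and -0.04 in WT (exact two-sided permutation p = 0.1, the smallest possible with n = 3 per group). After TMM scaling the median was -0.014, with 416 miRNAs above 0 and 457 below, so the folds that follow are relative to the typical other miRNA. Without WT library 3 the unscaled median was 0.45.

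Outside the locus, 4 miRNAs rose in KO and 0 fell among the 873 tested (edgeR, Benjamini-Hochberg adjusted p under 0.05). The largest rise was that of miR-1224-5p, a mirtron, that is, a miRNA whose hairpin is a whole spliced intron, here of Vwa5b2 on chromosome 16 (20604452 to 20604536). It went from 1.59 ± 0.431 TMM-scaled counts per 1000000 (CPM) in WT to 11.6 ± 1.498 CPM in KO (SD, n = 3 each), a log2 fold of 2.87 (SE 0.28; edgeR Benjamini-Hochberg adjusted p = 0.00418). miR-328-3p, from chromosome 8 (105308364 to 105308460), went from 360 ± 29.9 to 778.7 ± 101.9 CPM, a log2 fold of 1.11 (SE 0.17), and miR-1968-5p, from an intron of Grtp1 on chromosome 8 (13189031 to 13189098), from 12.9 ± 0.83 to 28.1 ± 0.594 CPM, a log2 fold of 1.12 (SE 0.17; edgeR Benjamini-Hochberg adjusted p = 0.0447 for both). miR-6395 (chromosome 8, 34166622 to 34166712) passed with the same adjusted p, but its counts differed from those of miR-328-3p by at most 0.95% in any library, and the hairpins share 17 nucleotides, so the pair is a single measured signal.

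All 3 KO values lay above all 3 WT values for each of these 4 miRNAs. Over all tested miRNAs outside the locus the values did not overlap for 139 upward and 49 downward, together 21.5%. Chance gives 10% as an average over the 10 splits of the libraries. Many miRNAs varied together, so a single split can lie far from that average. This share was not measured for the other splits, so an excess over chance was not tested. At an unadjusted edgeR p under 0.05, 84 miRNAs were higher and 12 lower in KO. DESeq2 called 10 higher and 2 lower and limma-voom 5 higher and 0 lower, each including the 4 from edgeR. The lower pair by DESeq2, named after their values were seen, were miR-449a-5p, at 61.4 ± 9.27 CPM in WT and 22.8 ± 6.77 CPM in KO (SD, n = 3 each; DESeq2 Benjamini-Hochberg adjusted p = 0.00138; edgeR 0.106), and its partner arm miR-449a-3p. The calls of miR-328-3p, miR-6395 and miR-1968-5p ended when any of the 6 libraries was left out (edgeR adjusted p 0.0779 to 0.443), with RLE or upper-quartile scaling and with the locus removed before scaling. miR-1224-5p lost its call without KO library 5 (adjusted p = 0.0526) and kept it without each of the others.

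**Figure D2:**
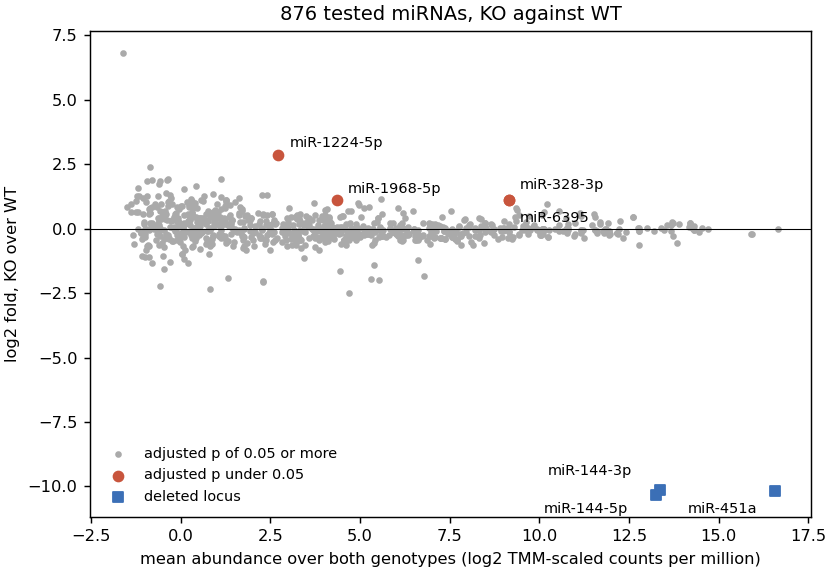
Log2 fold of KO over WT against mean abundance (log2 TMM-scaled CPM) for the 876 tested miRNAs; red points are the 4 miRNAs with an adjusted p under 0.05 outside the locus, blue squares the locus products. The red points lie above 0, at 1.11 to 2.87, and the locus at -10.12 to -10.32; miR-328-3p and miR-6395 coincide.

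The most abundant miRNAs outside the locus did not differ by more than the spread between libraries. miR-16-5p, a miRNA that restrains the cell cycle, stood at 104200 ± 18290 CPM in WT and 102100 ± 5627 CPM in KO (SD, n = 3 each), a log2 fold of -0.03 (SE 0.14). miR-486a-5p, an erythroid miRNA from an intron of Ank1, stood at 67090 ± 20450 and 58500 ± 10260 CPM (log2 fold -0.20, SE 0.25). miR-3963 and miR-142a-3p, a pan-haematopoietic miRNA, had log2 folds of -0.02 (SE 0.09) and 0.04 (SE 0.18). miR-122-5p, the main hepatocyte miRNA, varied several-fold within each genotype, at 29320, 50130 and 117800 CPM in WT libraries 1 to 3 and 37310, 42830 and 92260 CPM in KO libraries 4 to 6, and its log2 fold was -0.19 (SE 0.56). The edgeR Benjamini-Hochberg adjusted p of these 5 miRNAs lay between 0.818 and 0.999.

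Among the 26 erythroid miRNAs, 0 passed the test over all miRNAs and 3 were higher in KO when adjusted over the list alone. These were miR-210-3p, the hypoxia-induced miRNA, at 816.5 ± 115 CPM in WT and 1572 ± 106 CPM in KO (SD, n = 3 each), and miR-103-3p and miR-107-3p, named after their values were seen, near-identical miRNAs whose counts differed by at most 0.15%, at 5215 ± 219.8 and 7191 ± 47.5 CPM for the former. Their log2 folds were 0.95 (SE 0.16) and 0.46 (SE 0.10), with edgeR Benjamini-Hochberg adjusted p of 0.061 and 0.143 over all miRNAs and 0.0163 and 0.0265 adjusted over the list alone; DESeq2 called miR-210-3p over all miRNAs (adjusted p = 0.0118). The list held 10 members above and 16 below 0, with a median log2 fold of -0.06, and miR-15b-5p stood at -0.06 (SE 0.21); camera gave an adjusted p of 0.566. miR-210-3p also passed in the 15 stress-induced miRNAs adjusted over the list alone (adjusted p = 0.0094), where 7 were above and 8 below 0. The other abundant stress members, miR-21a-5p and miR-146a-5p, had log2 folds of 0.02 (SE 0.12) and -0.32 (SE 0.26), and camera gave an adjusted p of 0.821.

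**Figure D3:**
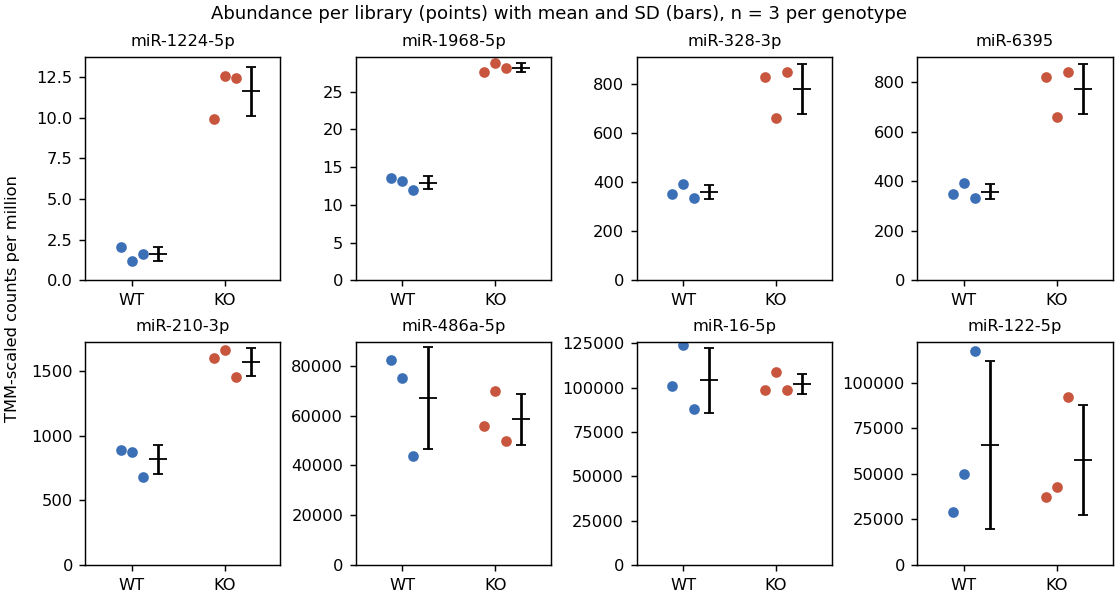
TMM-scaled CPM per library (points, linear axes from 0) with mean and SD (bars), n = 3 per genotype, for the 4 called miRNAs, miR-210-3p and 3 abundant miRNAs. miR-210-3p averaged 816.5 CPM in WT and 1572 CPM in KO, while miR-122-5p spanned 29320 to 117800 CPM within WT.

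The progenitor, myeloid, and endothelial and mesenchymal lists had negative median folds, with camera calls that ended with an estimated correlation, and 0 of their members passed the test alone, whether over all miRNAs or adjusted over the list alone. Of 30 progenitor miRNAs 26 were below 0, with a median log2 fold of -0.26; miR-223-3p stood at -0.55 (SE 0.24), miR-181a-5p at -0.38 (SE 0.12) and miR-24-3p at -0.10 (SE 0.19). Of 18 myeloid miRNAs 15 were below 0 (median -0.23), and of 23 endothelial and mesenchymal miRNAs 20 were below 0 (median -0.27), where miR-126a-3p, miR-143-3p and miR-126a-5p stood at 0.03 (SE 0.21), -0.15 (SE 0.23) and 0.20 (SE 0.21). Camera at the preset correlation gave these 3 lists adjusted p of 0.000532, 0.0224 and 0.0182. With an estimated correlation the adjusted p were 0.741, 0.9 and 0.9. The progenitor list had an estimated correlation of 0.062, with an unadjusted camera p of 0.0529. Its call at the preset correlation held without each library in turn (adjusted p 0.00032 to 0.006). A higher p with an estimated correlation does not by itself show correlated members. The 20 tested mirtrons had an estimated correlation of -0.01, yet their unadjusted camera p rose from 0.00142 to 0.0253. The lowest endothelial and mesenchymal members were muscle miRNAs, miR-206-3p, miR-1a-3p and miR-133a-3p, named after their values were seen, with log2 folds of -1.99 (SE 1.38), -1.97 (SE 1.42) and -2.05 (SE 1.48). miR-206-3p stood at 203.8 CPM in WT library 1 and at 6.97 to 41.7 CPM in the other 5. Without WT library 1 that list had a median of -0.11 and a camera adjusted p of 0.365, without WT library 3 the adjusted p was 0.0525 and without KO library 5 0.138; its median was -0.53 without WT library 2 and -0.49 without KO library 6. The myeloid call ended without WT library 2 (adjusted p = 0.0592), WT library 3 (0.0525) or KO library 4 (0.15), and with no scaling factor (median 0.11, adjusted p = 0.164); its median was -0.39 without WT library 1 and -0.11 without WT library 3.

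The 13 megakaryocyte miRNAs had a median log2 fold of -0.21, with 8 below 0, and the 19 lymphoid miRNAs one of -0.27, with 13 below 0; camera adjusted p were 0.074 and 0.0818. Without WT library 1 or KO library 6 the megakaryocyte list passed, lower in KO (camera adjusted p = 0.00277 and 0.0214), but not with an estimated correlation (adjusted p = 0.946 and 0.956). Its median was -0.40 in both cases, -0.35 without WT library 2 and -0.10 without WT library 3 (camera adjusted p = 0.0993 and 0.39). The lymphoid list passed, lower in KO, with miR-122-5p as a covariate, an alternative chosen after seeing the data (camera adjusted p = 0.042; adjusted p = 0.688 with an estimated correlation). In it miR-181b-5p stood at -0.28 (SE 0.13) and miR-29a-3p at 0.04 (SE 0.17). The 12 hepatocyte miRNAs had a median of -0.18 (camera adjusted p = 0.506), with miR-192-5p at -0.22 (SE 0.44) and miR-148a-3p at -0.26 (SE 0.19). The hepatocyte median turned positive only without WT library 3, where it was 0.27. It was -0.39 without WT library 1 and -0.38 without WT library 2. Without KO library 4 it was -0.05, without KO library 5 -0.11 and without KO library 6 -0.46. Camera adjusted p over all these cases lay between 0.063 and 0.893.

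Lists of clustered or related miRNAs were compared next. In the Sfmbt2 intronic cluster, a repetitive rodent cluster on chromosome 2, 60 of 64 members were below 0, with a median log2 fold of -0.30. In it miR-669l-5p stood at -0.27 (SE 0.17), miR-669a-5p at -0.29 (SE 0.17) and miR-669e-5p at -0.29 (SE 0.18). Many members had near-identical counts, so neither the 60 nor the camera p of this list rests on separate signals. Examples, named after their values were seen, were miR-467c-3p and miR-467e-3p, with a largest difference of 0.0%. Others, miR-466a-3p and miR-466b-3p (0.46%), were not among the 52 near-identical pairs. With near-identical miRNAs collapsed, 5 lists still passed camera at the preset correlation. In the miR-17-92 family, which promotes proliferation, 22 of 25 were below 0 (median -0.11), with miR-25-3p at -0.15 (SE 0.22), miR-92a-3p at -0.31 (SE 0.19) and miR-93-5p at 0.10 (SE 0.15). Camera at the preset correlation gave adjusted p of 2.31e-08 and 0.0258, and 0.9 for both lists with an estimated correlation. The miR-17-92 call ended without WT library 1 (adjusted p = 0.228), WT library 2 (0.178) or KO library 6 (0.478), and with no scaling factor (median 0.26, adjusted p = 0.269); its median was -0.07 without WT library 1, -0.27 without WT library 3, -0.24 without KO library 4 and -0.19 without KO library 5. The Sfmbt2 median was -0.46 without WT library 3 and -0.47 without KO library 4. In counts scaled to the whole library total the medians of all 14 lists were above 0, from 0.07 to 0.57, so the negative medians are relative to the typical miRNA.

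The 92 miRNAs of the imprinted Dlk1-Dio3 cluster had a median log2 fold of -0.04 (camera adjusted p = 0.27), with miR-379-5p at -0.11 (SE 0.47), miR-127-3p at -0.36 (SE 0.35) and miR-541-5p at -0.03 (SE 0.43). Like miR-122-5p, they varied between libraries of a genotype, and single libraries set their direction: the median was 0.41 without WT library 3 (camera adjusted p = 2.52e-06), -0.32 without WT library 1 (1.6e-06) and -0.43 without KO library 6 (3.06e-06), and, without a call, -0.21 without WT library 2, 0.10 without KO library 4 and 0.02 without KO library 5. With an estimated correlation the adjusted p of the 3 called cases were 0.719, 0.946 and 0.956. With no scaling factor the list also passed, lower than the other miRNAs, at a median of 0.31 (camera adjusted p = 0.0156; adjusted p = 0.756 with an estimated correlation). Of the 21 let-7 family miRNAs 19 were above 0 (median 0.19, camera adjusted p = 0.423). Among them, let-7i-5p stood at 0.21 (SE 0.10), let-7a-5p at 0.05 (SE 0.12) and let-7c-5p at 0.05 (SE 0.12). The counts of let-7a-5p and let-7c-5p differed by at most 2.25%, so that pair cannot be read as separate signals. The list also held a near-identical partner of let-7i-5p (counts within 1.12%). The miR-101 miRNAs had a median of 0.21 over 5 members (camera adjusted p = 0.566). The list was drawn up for seed positions 2 to 7 of miR-144-3p, and 2 of its members are opposite arms. Which of the 3 others (miR-101a-3p, miR-101b-3p and miR-101c) share that seed was not tested. miR-101b-3p stood at 3550 ± 548 CPM in WT and 4113 ± 319 CPM in KO (SD, n = 3 each). miR-101a-3p and miR-101c both stood at 0.21 (SE 0.18) and had near-identical counts. The 24 miRNAs recalled to lie on chromosome 11 had a median of 0.01 (camera adjusted p = 0.904), with miR-142a-5p at 0.01 (SE 0.16). That list does not hold all tested miRNAs of the chromosome. It lacks some of the 27 tested miRNAs within 10 Mb of Mir144, which are given under the other observations. Fry's test of a change in one direction called 0 of the 14 lists and camera with an estimated correlation 0. Fry's test of a change in either direction, added after seeing the data, called 3: erythroid (Benjamini-Hochberg adjusted p = 0.0037), lymphoid (0.00589) and stress-induced miRNAs (0.0308). The lymphoid call ended without WT library 1 (0.142), the erythroid call without WT library 1 (0.207), KO library 4 (0.411) or KO library 6 (0.0981), and the stress call without any 1 of the 6 libraries (0.0911 to 0.566).

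**Figure D4:**
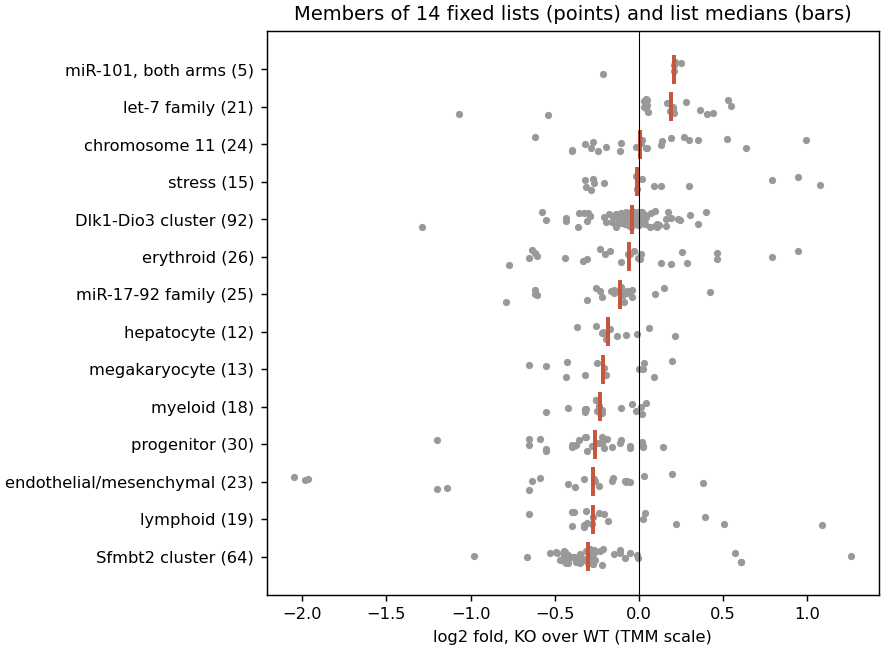
Log2 fold of KO over WT (TMM scale) of each tested member (grey points) of the 14 lists, with list medians (red bars) and member numbers in brackets. List medians lie between -0.30 and 0.21, and the endothelial and mesenchymal list holds members near -2.

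No difference in the use of hairpin arms was detected between the genotypes with 3 libraries each. Of 262 hairpins with both arms measured, 0 had a changed ratio of 5p to 3p counts (limma, Benjamini-Hochberg; smallest adjusted p 0.759), and 12 had an unadjusted p under 0.05. The median absolute log2 difference was 0.20 and the median SE 0.26. The lowest p belonged to miR-328, named after its values were seen, where the log2 ratio of 5p to 3p was -6.04 in WT and -7.10 in KO, a difference of -1.06 (SE 0.29). That is close in size to the log2 fold of 1.11 of miR-328-3p, so the 5p arm showed no matching rise. The difference did not pass the adjustment, and miR-328-3p is a single measured signal with miR-6395. Whether the miR-328 hairpin was higher in KO was therefore not settled.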

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

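The tests of the remaining locus counts, of near-identical miRNAs and of the library-to-library variation were chosen after the results were seen, as were the test of hepatocyte content, its bounds and limit included, and the fit with near-identical miRNAs collapsed. miR-879-3p, named after its values were seen, was left out of the main edgeR tests by the filter on low counts. It was not among the calls of DESeq2 or of edgeR with no filter. It had 0 counts in the 3 WT libraries together and 18 in the KO libraries (5, 6 and 7), above the 3 counts that a count of 0 allows.

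The KO libraries kept about 0.1% of the WT level of the deleted locus. Reads of other miRNAs wrongly assigned to the locus have no reason to keep the WT proportions of its products. The ratios of miR-451a to miR-144-3p and of miR-144-5p to miR-144-3p in each KO library lay within a factor of 1.23 of the WT mean, and the group means of the 3 products kept the same fraction of the WT level within a factor of 1.15 (1.23, 1.22 and 1.06 in KO libraries 4 to 6). A small carry-over of WT RNA or reads is therefore a candidate explanation, for example through library indexes, though the labels do not say how libraries were pooled. Residual transcription from the targeted allele was not tested.

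All 4 called miRNAs outside the locus were higher in KO. In counts scaled to the whole library total, where the lost share of the locus alone gives 0.33, their log2 folds were 1.48 to 3.22. With the locus removed before scaling, their smallest log2 fold was 1.03, and the median of all tested miRNAs was -0.083. That scaling takes out a shift common to all miRNAs, and the 4 were selected after TMM scaling, which does the same. The fit with the locus removed therefore cannot test library composition as their cause. The call of miR-328-3p ended in that fit as its fold went from 1.11 (SE 0.17) to 1.03 (SE 0.20) and the 3 locus products no longer counted in the adjustment; that of miR-1224-5p held at 2.78 (SE 0.31). A fit with miR-122-5p as a covariate, the test first planned for hepatocyte content, was set aside, since with so small a genotype difference in miR-122-5p it leaves folds in place whatever its role. In its stead, the slope of each called miRNA on miR-122-5p within genotypes was combined with the genotype difference in miR-122-5p. With both at the 95% bound farthest from 0, they gave at most 48.1% of any of the 4 folds. The edgeR test that selected the 4 favours a small spread within genotypes, which also makes the slope bound small. A low value was therefore likely from the selection alone, and hepatocyte content as a cause stays open. miR-328-3p and miR-6395 differed by at most 0.95% of their counts, so reads shared between them could account for 1 of the 4 calls. With 1 miRNA kept of each near-identical group, miR-1224-5p stayed called. In that fit miR-328-3p (log2 fold 1.12, SE 0.17) and miR-1968-5p (1.12, SE 0.18) had edgeR Benjamini-Hochberg adjusted p of 0.0531 and 0.0549. The adjustment then held 1 fewer small p, and the folds hardly changed. An effect of the genotype on miR-1224-5p, miR-328-3p and miR-1968-5p stays open as a hypothesis. For miR-328-3p it is limited by the 5p arm of the hairpin, which showed no matching rise. The real grouping gave 7 calls with the locus and 4 higher outside it, and the highest of the other splits 0 in both cases; for lower miRNAs both values were 0. The 10 splits of the 6 libraries are too few for a share under 0.05.

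miR-122-5p and the Dlk1-Dio3 cluster varied together between libraries of a genotype. Over the 6 libraries the cluster's median followed log2 miR-122-5p with Pearson's r = 0.99 (exact permutation p = 0.00139, the smallest possible; adjusted over 3 relations 0.00208) and Spearman's rho = 1 (exact permutation p = 0.00278; adjusted 0.00417), and r was 0.96 without the 2 libraries farthest from the median. The 10 other hepatocyte miRNAs gave r = 0.98 (exact permutation p = 0.00139) and rho = 1 (p = 0.00278, exact), 0.94 without those 2, and their median r with group means subtracted was 0.96, consistent with a varying share of hepatocyte-lineage RNA among the libraries; 2 of the 12 hepatocyte miRNAs also stood in another list. Erythroid miRNAs gave r = -0.36 (exact permutation p = 0.485) and rho = -0.14 (exact p = 0.803), with a median member r of -0.39 after subtracting group means and r = 0.44 without the 2 farthest libraries, so an opposite change in erythroid RNA cannot be told apart from none with 6 libraries. Dissection, embryo age and litter were not tested.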

How the results depend on the processing

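Alternatives with miR-122-5p as a covariate, without WT 3 and KO 6, with near-identical miRNAs collapsed, with thinned libraries, with an estimated correlation combined with another change, and with fry in either direction were chosen after seeing the data. No paired analysis was possible because the labels number the WT libraries 1 to 3 and the KO libraries 4 to 6, so no number is shared. Alternatives written for normalised values were not run, since counts were deposited.

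The 3 locus products stayed past the threshold in all 51 results, and the difference in locus share between WT and KO, 20.59 percentage points, ranged from 18.84 to 22.1 when libraries were left out. The 7 calls (4 higher outside the locus) became 4 (1 higher) with RLE scaling, 4 (1) with upper-quartile scaling, 1 (1) with the locus removed before scaling, so not tested itself, 61 (58) with no scaling factor, 15 (10, and 2 lower) with DESeq2, 19 (15, and 1 lower) with miR-122-5p as a covariate, 3 (0) without WT 3 and KO 6, and 4 (1) with near-identical miRNAs collapsed. Leaving out 1 library gave 3 to 4 calls, with 0 to 1 higher and 0 lower; without KO 5 only the locus was called. The added calls without scaling follow from the shift of all other miRNAs by a median of 0.34. Limma-voom gave 8 calls, thinning 7 and the 10 CPM filter 6, since it removed miR-1224-5p from the tests. No filter also gave 7, of which 6 were kept; miR-1968-5p was lost (adjusted p = 0.136) and miR-6957-5p, named after its values were seen, gained.

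miR-1224-5p passed in 15 of the 17 alternatives that tested it (log2 fold 2.61 to 3.22, adjusted p 2.27e-15 to 0.0748), miR-328-3p in 7 of 18 (0.98 to 1.48, 8e-05 to 0.366) and miR-1968-5p in 6 of 18 (0.999 to 1.48, 8e-05 to 0.443). Of the 35 other named miRNAs in 627 results, 2 gained a call, in 4 results: miR-210-3p without scaling, with DESeq2 and with the covariate, and let-7i-5p without scaling. Sign changes between values that were not called either time were counted as moved and not as reversed, a rule set after they were seen (89 for miRNAs, 25 for lists).

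The median shift of 0.34 turned to -0.014 with TMM scaling, which removes it by construction, and ranged from 0.32 to 0.45 over left-out libraries, the highest without WT 3. The 5 lists became 0 with an estimated correlation, 0 with fry and 3 to 6 over left-out libraries, 3 without WT 2, and 0 with an estimated correlation for each left-out library, with no scaling factor and with the covariate. Fry in either direction gave 3, then 0 without WT 1, 2 without WT 2, 2 without WT 3, 1 without KO 4, 2 without KO 5 and 1 without KO 6. The median of the Dlk1-Dio3 list, -0.04, turned to 0.41 without WT 3 and ranged from -0.43 (without KO 6) to 0.41. The hepatocyte median, -0.18, ranged from -0.46 (without KO 6) to 0.27 (without WT 3), the erythroid median, -0.06, reached -0.26 without WT 3, and the stress median, -0.01, ranged from -0.21 (without WT 1) to 0.03 (without KO 6), all without a call. The let-7 median, 0.19, fell to 0.10 without WT 3, and the miR-101 median, 0.21, fell to 0.07 without KO 5, both without a call. The chromosome 11 median, 0.01, ranged from -0.03 (without KO 4) to 0.04 (without WT 1), also without a call. The cause of the other changes was not tested. Arm ratios gave 0 calls in every alternative. Simulated 2-fold changes at n = 3 per genotype were recovered in 29.7% of cases, 21.6% of 37 miRNAs below the median abundance and 40.7% of 27 above it, a difference that was not tested, so changes of that size can be missed.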

Other observations

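WT library 1 stood apart in miRNAs of other tissues, named after their values were seen. The muscle miRNAs miR-206-3p and miR-1a-3p were at 203.8 and 174.2 CPM there, against 6.97 to 41.7 and 5.41 to 37.3 CPM in the other 5 libraries, where KO library 4 was highest. The neural miRNA miR-9-5p was at 424 CPM, against 16.4 to 93.5 CPM, and miR-124-3p at 7.81 CPM, against 0.276 to 1.07 CPM. miR-215-5p, known from intestine, was at 126.4 CPM, against 2.07 to 12.9 CPM, and miR-10b-5p at 332.2 CPM, against 29.6 to 92.9 CPM.

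DESeq2 called further low-abundance miRNAs that edgeR with TMM scaling and the filter did not, and the ones given were named after their values were seen. miR-7091-5p, also called by edgeR without scaling and with miR-122-5p as a covariate, stood at 2.79 ± 0.281 CPM in WT and 6.87 ± 0.938 CPM in KO (SD, n = 3 each; DESeq2 Benjamini-Hochberg adjusted p = 0.00748, edgeR 0.061). miR-6957-5p, also called by limma-voom and by edgeR without a filter or without scaling, had 0 counts in the WT libraries and 42 in the KO libraries (edgeR Benjamini-Hochberg adjusted p = 0.0677). The random splits bear on the lists: the real grouping gave 5 lists past the camera threshold and the highest of the other splits also 5, in 2 of the 10 splits with the real one; for lists that changed in either direction by fry, a test added after seeing the data, they were 3 and 0, so 1 of the 10 splits, the real one, gave as many; for arm ratios the values were 0 and 1, and in all 10 splits the count was at least that of the real grouping. These 10 splits are too few for a share under 0.05.

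The rise of miR-1224-5p prompted a test of the mirtrons as a class; its predictions were written before the class was measured, and the tests without miR-1224-5p were added after. The 20 tested mirtrons, from 15 hairpins, had a median log2 fold of 0.32, with 15 above 0, at the 98th percentile of 10000 abundance-matched lists (median 0.02), and camera p was 0.00142, or 0.0253 with an estimated correlation. Since miR-1224-5p suggested the test, the 19 others are the fairer reading: a median of 0.23 at the 91.5th percentile, and a camera p of 0.0215. These values disagree about whether splicing-derived miRNAs as a class may be higher in KO, which cannot be told apart from chance among rare miRNAs. Over 16 alternatives the camera p of the list without miR-1224-5p ran from 0.00434, with 4 members left by the 10 CPM filter, to 0.178 without KO library 4, and it was under 0.05 in 12. With an estimated correlation it was 0.078, and 0.0636 to 0.449 over the alternatives.

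A second hypothesis was that deleting the locus could alter neighbouring miRNA genes. The 27 tested miRNAs within 10 Mb of Mir144 had a median log2 fold of 0.05, with 0 called and 18 above 0, at the 87.6th percentile of matched lists. That lies inside the central 95% of matched lists (-0.19 to 0.16), so a common shift of the neighbours was not seen; an effect on single neighbours was not excluded. The highest folds among them, named after their values were seen, were those of both arms of the rare miR-7653, 1.87 (SE 0.48) for miR-7653-3p and 1.66 (SE 0.48) for miR-7653-5p (edgeR Benjamini-Hochberg adjusted p = 0.21 and 0.234); edgeR without scaling called miR-7653-3p.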
